A study of Homo sapiens with 6 samples. Its data were reported in "Acetyltransferase NAT10 regulates the Wnt/β-catenin signaling pathway to promote colorectal cancer progression via ac4C acetylation of KIF23 mRNA" (2022).

How the data were processed

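RNA from the human colorectal cancer (CRC) cell lines SW480 and DLD-1 was sequenced in 6 libraries, with 1 library per group. In each line there was 1 Input library, 1 library of RNA immunoprecipitated with an antibody against the acetyltransferase NAT10 (RIP-seq), and 1 library of fragmented RNA immunoprecipitated with an antibody against N4-acetylcytidine, the modification ac4C (acRIP-seq). The groups were taken from the titles given by the submitters. With 1 library per group there were no replicates, so each difference compares libraries, not conditions. No p-value was computed for a single gene within a line. The limma model gave p-values per gene only by treating both lines as replicates, and Fisher's exact tests counted genes.

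For RIP-seq, the authors deposited a table of FPKM values (fragments per kilobase of transcript, scaled to library size) for 58302 Ensembl genes in the RIP and Input libraries of both lines, processed by a sequencing provider. The aligner, the counting tool and their versions are not stated, nor whether the counting used strand. The authors also deposited a ratio of RIP to Input and the mean of both ratios. These ratios are given for the 12301 protein-coding genes above 0 in all 4 columns, and in all 12301 the SW480 ratio equals the quotient of the FPKM columns within 1%. The study's text speaks of an IgG group, whereas the table and labels name Input, and Input was the comparison here. A second table deposited with the acRIP-seq data gives values for the Input of each line, read here as FPKM, although the authors do not name their unit. No acRIP expression column was used here.

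For acRIP-seq, 3 deposited peak lists were used, which are called per library in SW480 and in DLD-1 and on the pooled libraries. Each peak has a p-value given by the authors, and the deposited scores are the base-10 logarithms of the p-value and of the false discovery rate (FDR). The authors' fold is the enrichment of acRIP over Input within the peak, and it was used only to describe, rank or filter peaks within a list. The peak caller is not stated. Some FDR scores were turned into spreadsheet errors (450 in SW480, 328 in DLD-1 and 640 in the pooled list) and were taken as below the threshold, since the p-value of these peaks is 0. The lists also give the position in the host gene and the number of sites of a 12-base pattern with 4 evenly spaced Cs. Coordinates lie on GRCh38. Peak starts coincided with starts in the reference at an offset of -1 in 36 cases and at an offset of 0 in 1 case, so the lists count starts from 0 and the starts printed here are moved by 1 base.

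The FPKM columns kept whole reads, since the ratios between columns of a gene fall on whole-number steps. The relative depth of the libraries was solved from the most frequent ratios among low genes, which gave whole reads for 23494 of the 23515 genes above 0 in at least 2 columns. These reads are the smallest whole numbers that give the FPKM values, so the counting errors computed from them are upper limits. Depth of the acRIP libraries is unknown. Intervals cover counting error only, because PCR copies are not independent molecules.

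Detection was FPKM above 0 in the RIP library. The study also required a value above 0 in its control, and a count with RIP and Input above 0 is given beside it. The RIP/Input ratio was log2((RIP FPKM + 1) / (Input FPKM + 1)), a scale that understates the change of low genes, over the 12324 genes with an Input FPKM of at least 1 in both lines. A gene was called enriched at a ratio of at least 2. Spearman and Pearson correlations were taken across genes, which are not independent replicates. Shares have 95% Wilson intervals, motif shares exact binomial intervals, and host-gene overlaps Fisher's exact test (two-sided) with the 95% interval of the sample odds ratio. Peaks were shared if at least 1 base overlapped on the same strand, block by block. Gene lists were set against 10000 random lists of the same size matched in 20 bins, on Input for ac4C genes and on the mean of log2 RIP and Input for the 5 gene families. The design named both mean expression and Input for the families, and mean expression was used. These percentiles describe the libraries and are not tests between conditions.

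The named genes were fixed before the data were examined, by name or, for the highest and lowest genes and the shared peaks, by rule. They are NAT10 and 13 genes that the study followed, the 5 genes with the highest and the 5 with the lowest smaller-of-both-lines ratio among genes with the same sign in both lines, and the 5 shared peaks with the highest smaller-of-both-lines fold. One of these shared peaks is not reported here. The same holds for the thresholds and for the choices of pseudocount, expression filter, centring, limma model, overlap, p-value, list matching and motif subset. Ratios over the Input of the other label, Inputs of the acRIP table, an FDR below 0.05, lists of protein-coding genes only and detection in RIP and Input were added after seeing the data.

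Symbols were matched for 57532 of the 58302 gene IDs. A RefSeq gene table of GRCh38.p14 served to find overlapping genes; it gives no strand, and 17190 of the 21075 genes with an FPKM of at least 1 (81.6%) had a position in it. A reference sequence was not used here, so motif sites were set against random sequence of the same lengths with 25% C and not against windows of the same transcripts. Marker lists for squamous epithelium, urothelium, liver and neuron were written before their test.

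Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used. The steps were tested on simulated data. The simulated RIP libraries held counting noise only and the same 4-fold change in both lines. Of 189 expressed genes changed in them, 188 were called in both lines, and 0 of 11568 unchanged genes were called. At 2-fold or more and an adjusted p under 0.05, limma called 183 of the 189 and 0 of the 11568. Whole reads were solved for 24102 of 24130 simulated genes, and in all 24102 equalled the simulated reads up to a common factor (20070 exactly). Overlap calls were right for 800 of 800 simulated peaks. The mean percentile of 40 unshifted lists was 45.4.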

Results

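To find the transcripts bound by NAT10 and those carrying ac4C in CRC cells, RIP-seq and acRIP-seq were performed in SW480 and DLD-1, both epithelial lines from colorectal tumours. The 6 groups (Input, RIP and acRIP in each line) held 1 library each, and there were no replicates. The solved reads summed to at least 25514585 in the RIP library labelled SW480, 11315955 in the Input labelled SW480, 20963926 in the RIP library labelled DLD-1 and 10772667 in the Input labelled DLD-1. Relative to the RIP library labelled SW480, the depths of the other RIP-table libraries were 0.493, 0.850 and 0.456 in the same order. The most abundant RNA in each of these 4 libraries was RN7SL2, a signal recognition particle RNA. It took 7.91% and 15.5% of the FPKM sum in the RIP libraries labelled SW480 and DLD-1, against 20.2% and 19.4% in the Inputs.

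The libraries do not pair by label. Across 16196 detected protein-coding genes, log2(FPKM + 1) of the RIP library labelled SW480 correlated with the Input labelled DLD-1 at a Pearson r of 0.944 and with the Input labelled SW480 at 0.871. The RIP library labelled DLD-1 correlated with the Input labelled SW480 at 0.951 and with the Input labelled DLD-1 at 0.856. The Inputs of the acRIP table gave the same order (0.934 against 0.859, and 0.942 against 0.850). Groups were kept as labelled. Every direction given here for a line therefore rests on labels that these correlations go against, and the text names libraries by their label.

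Which RNAs were present in the NAT10 immunoprecipitates was asked first. The table lists 58302 genes, of which 34.0% are protein-coding. Above 0 FPKM were 23721 genes in the RIP library labelled SW480 and 21585 in that labelled DLD-1, against 20725 and 21489 in the Inputs. In both RIP libraries 19318 genes were detected, and 25988 in at least 1 of them. Above 0 in both RIP and Input were 17393 genes in libraries labelled SW480 and 17230 in those labelled DLD-1. Raising the threshold to 10 FPKM moved these counts most, to 6236 and 5947. Protein-coding genes made up 63.5% (95% Wilson interval 62.9 to 64.1) of detected genes in RIP labelled SW480 and 64.7% (64.1 to 65.4) in RIP labelled DLD-1. The shares were 65.6% (65.0 to 66.3) and 66.4% (65.7 to 67.0) in the Inputs. Weighted by FPKM, protein-coding genes held 84.4% and 76.7% of the RIP libraries and 64.9% and 65.7% of the Inputs. Long intergenic RNAs made up 8.07% and 7.28% of the genes detected in RIP, and pseudogenes 11.6% and 11.4%.

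Next, RIP over Input was compared between lines. Over 12324 genes the log2 ratios correlated at a Spearman rho of 0.172 and a Pearson r of 0.234 across genes. Over the Input of the other label rho was 0.811 and r 0.841, and the alternative that moved them most was the acRIP-table Input of the other label, with 0.828 and 0.908. With all 29953 detected genes, r was -0.04. In simulated libraries with true labels, r was 0.706 with the pairing as labelled and -0.81 with the crossed pairing. These held counting noise only and the same change in both lines, so their agreement as labelled was built in. In the data, 43.6% of genes had opposite signs in the 2 lines, and 18.3% had them over the Inputs of the other label.

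**Figure D1:**
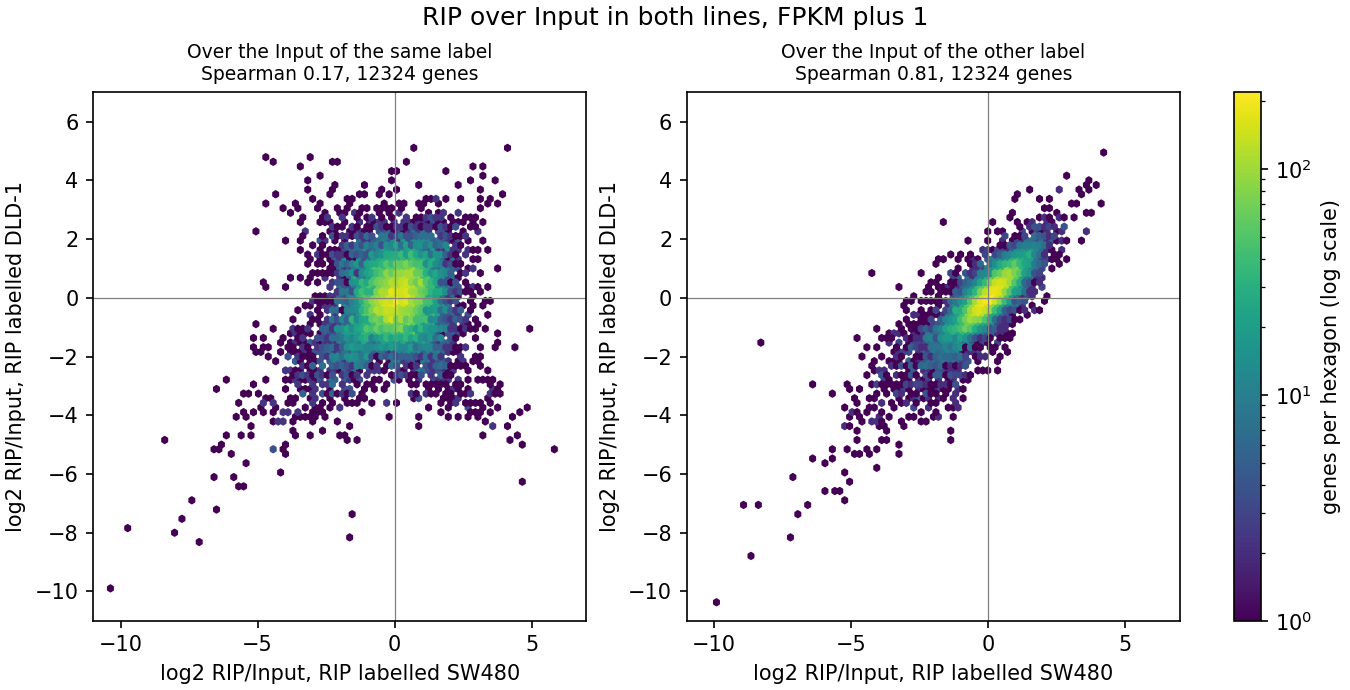
Each hexagon holds genes at their log2 RIP/Input (FPKM plus 1) for the RIP library labelled SW480 (x axis) and DLD-1 (y axis), coloured by gene number on a log scale. Over the Input of the same label (left) the cloud has no clear axis, with a Spearman rho of 0.172, and over the Input of the other label (right) it lies along the diagonal, with a rho of 0.811.

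RIP exceeded Input at least 2-fold for 1926 genes in libraries labelled SW480 and 1862 in those labelled DLD-1, and for 438 genes in both, where 291 would be shared by chance if lines were independent. RIP was at least 2-fold below Input for 899 genes in both, against 380 by chance, and for 1720 over the scaled Inputs of the acRIP table. Opposite calls were made for 717 genes. The Inputs of the other label gave 689 genes enriched in both and 7 opposite calls, and 398 of the 438 genes were among the 689. The median log2 ratio of protein-coding genes was 0.18 in SW480 and 0.07 in DLD-1. After centring on these medians 328 genes were enriched in both. The limma model with both lines as replicates called 0 genes higher and 9 lower by at least 2-fold at a Benjamini-Hochberg adjusted p under 0.05. At the same fold and an unadjusted p under 0.05 the counts were 489 and 932. With 2 pairs, the model treats different cell lines as replicates.

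The 5 genes with the highest ratio in both lines were RPS23 (4.04 and 5.09 in libraries labelled SW480 and DLD-1), ATP5I (3.68 and 4.04), TMA7 (3.88 and 3.46), ZFPL1 (3.42 and 3.36) and RHOF (3.29 and 4.13). The Inputs held few reads of ATP5I (21 and 15) and TMA7 (27 and 31), but 320 and 255 of RPS23 and 87 and 65 of RHOF. These ratios depend on the Input table. Over the Inputs of the acRIP table, scaled to the same median, RPS23 was at -0.26 and 1.23, ATP5I at 0.46 and 1.02, TMA7 at 1.63 and 1.68, ZFPL1 at 2.08 and 0.17, and RHOF at 0.01 and 1.15. The Input FPKM of RPS23 labelled SW480 was 6.37 in one table and 103 in the other. The 5 lowest genes were short or non-coding: MT-TH (-10.43 and -9.88, listed at 0 in both RIP libraries), MIR3648-1 (-8.01 and -8.03), SNORA3B (-9.69 and -7.78), AC090498.1 (-7.74 and -7.61) and MIR3687-1 (-7.17 and -8.37). They stayed below Input with both tables, but the sizes changed. Over the scaled acRIP-table Inputs MT-TH was at -10.73 and -10.33, MIR3648-1 at -4.53 and -7.35, and SNORA3B at -8.47 and -6.95. AC090498.1 was at -4.60 and -3.73 there, and MIR3687-1 at -7.19 and -7.76. MIR3687-1 had 1 read in each RIP library.

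The 7 genes that the study named as potential targets were then examined. They were chosen in part from these libraries, next to RNA-seq after NAT10 knockdown and correlation with NAT10 in tumours, so their values are not independent evidence. RIP exceeded Input in both lines for 3 of the 7, for 2 after centring (HNRNPH3 and NAP1L4), for 4 over the Input of the other label (HNRNPH3, MPP6, NAP1L4 and UBA1) and for 5, with KIF23 added, over the scaled acRIP-table Inputs of the other label. HNRNPH3 had log2 ratios of 1.14 (counting SE 0.05) and 0.31 (0.05) in libraries labelled SW480 and DLD-1, MPP6 1.05 (0.08) and 0.05 (0.08), and NAP1L4 0.21 (0.04) and 0.85 (0.04). The value of MPP6 labelled DLD-1 lies within its counting error of 0 and became -0.01 after centring. NAP1L4 labelled SW480 was at 0.03 after centring, also within its counting error of 0. Over the Inputs of the acRIP table, scaled to the same median, the 3 genes above Input in both lines were HNRNPH3, NAP1L4 and UBA1 (0.99 and 0.61), with MPP6 at 0.82 and -0.29. KIF23 (ENSG00000137807) was below Input in libraries labelled SW480, at -0.84 (0.05; 2067 RIP and 1864 Input reads), and above it in those labelled DLD-1, at 0.64 (0.05; 2917 and 984 reads). POU2F1 (-0.25 and 0.48) and HNRNPA2B1 (-0.50 and 0.43) had the same order of signs, and UBA1 the opposite one (0.38 and -0.17). Over the Input of the other label KIF23 was at -0.06 and -0.13, over the acRIP-table Inputs of the same label at -0.58 and 0.86, and over those of the other label at 0.16 and 0.11. The authors' own RIP/Input ratio of KIF23 is 0.547 in SW480 and 1.59 in DLD-1, with a mean of 1.07. For KIF23 the study also reported RIP and acRIP followed by qPCR, reporter assays and a mobility shift assay in SW480. These were not examined here. The labels name no IgG library, so a ratio below Input does not show that an RNA was unbound.

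Among the other named genes, CTNNB1 (1.12 and 0.49), MYC (0.63 and 0.36), BCL2L1 (0.84 and 0.10) and GSK3B (0.29 and 0.04) were above Input in both lines, GSK3B in DLD-1 within its counting error and at -0.03 after centring. NAT10 mRNA itself was at -0.03 and -0.65. CCND1 (0.08 and -0.41) and BIRC5 (-0.25 and 1.09) had opposite signs. Over the acRIP-table Inputs of the same label CTNNB1 and MYC stayed above Input in both lines, whereas BCL2L1 (-0.12) and GSK3B (-0.46) were below it in DLD-1.

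**Figure D2:**
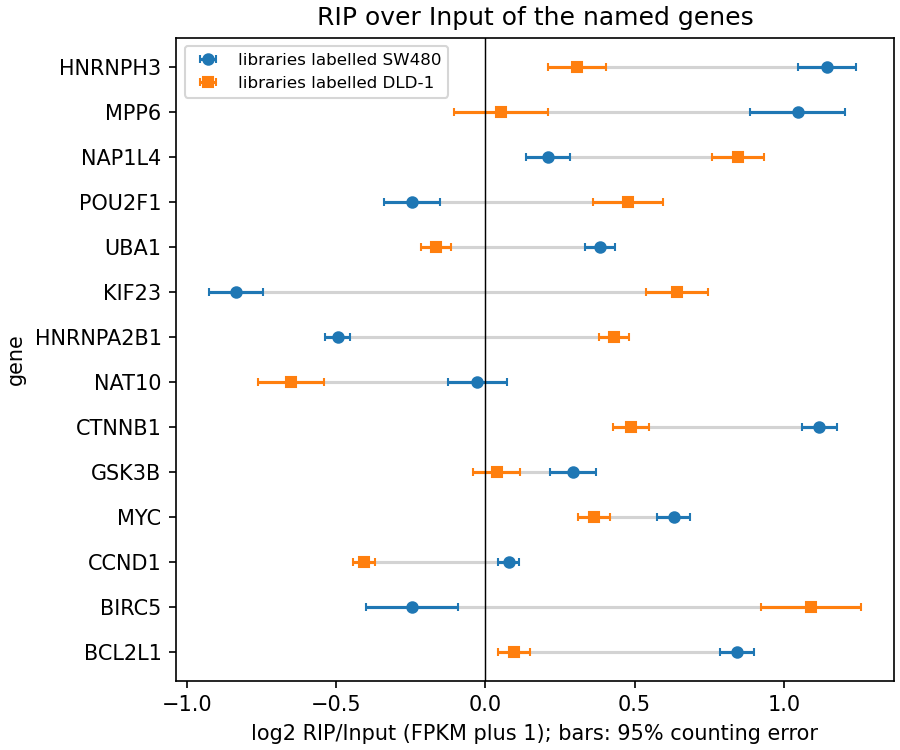
Log2 RIP/Input (FPKM plus 1, x axis) of 14 named genes in libraries labelled SW480 (circles) and DLD-1 (squares), with bars for the 95% counting error. POU2F1, UBA1, KIF23, HNRNPA2B1, CCND1 and BIRC5 lie on opposite sides of 0 in the 2 lines, KIF23 from -0.84 to 0.64.

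Gene families were compared with random lists of matched expression. The 80 cytosolic ribosomal protein genes had a median log2 ratio of -0.05 in libraries labelled SW480 (percentile 12.8) and 0.98 in those labelled DLD-1 (percentile 100). The 62 histone genes had medians of -0.53 (percentile 0.01) and 2.11 (percentile 100). Over the Input of the other label the histone median in SW480 was 0.43 and that of the ribosomal protein genes 0.27, so both directions in SW480 flip. The median of the 31 mitochondrially encoded genes lay below Input in both lines, at -1.03 (percentile 0) and -0.54 (percentile 0.11). Above Input were 8 of them in SW480 and 7 in DLD-1. The median of the 109 small nucleolar RNA genes was -2.44 and -1.67 (percentile 0 in both), with 5 and 19 genes above Input. Neither direction flipped with another pseudocount, filter, centring, Input label or Input table. The 284 zinc finger genes were at 0.03 (percentile 44.5) and -0.02 (percentile 93.0), and after centring at -0.15 and -0.09.

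ac4C was mapped by acRIP-seq. The authors called 9536 peaks on 6581 genes in the library labelled SW480, 13964 on 7099 genes in that labelled DLD-1 and 15622 on 8370 genes, 7612 of them protein-coding, in the pooled libraries. The median fold over Input was 19.5, 14.6 and 13.6, and the median peak length was 210, 211 and 211 bases. Keeping peaks with a p-value under the median, which moved the counts most by construction, left 4747 and 6898 peaks. An FDR of at least 0.05 was listed for 685, 360 and 719 peaks. Protein-coding hosts carried 93.6% (95% Wilson interval 93.1 to 94.1), 95.5% (95.1 to 95.8) and 94.1% (93.7 to 94.4) of peaks. The authors' annotation placed 53.0% (52.0 to 54.0) of SW480 peaks in 3'-UTRs and 24.3% (23.5 to 25.2) in coding sequence (CDS). The shares in DLD-1 were 41.5% (40.7 to 42.3) and 38.4% (37.6 to 39.2), outside the intervals of SW480. With 1 library per line, this difference has no replicate check.

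**Figure D3:**
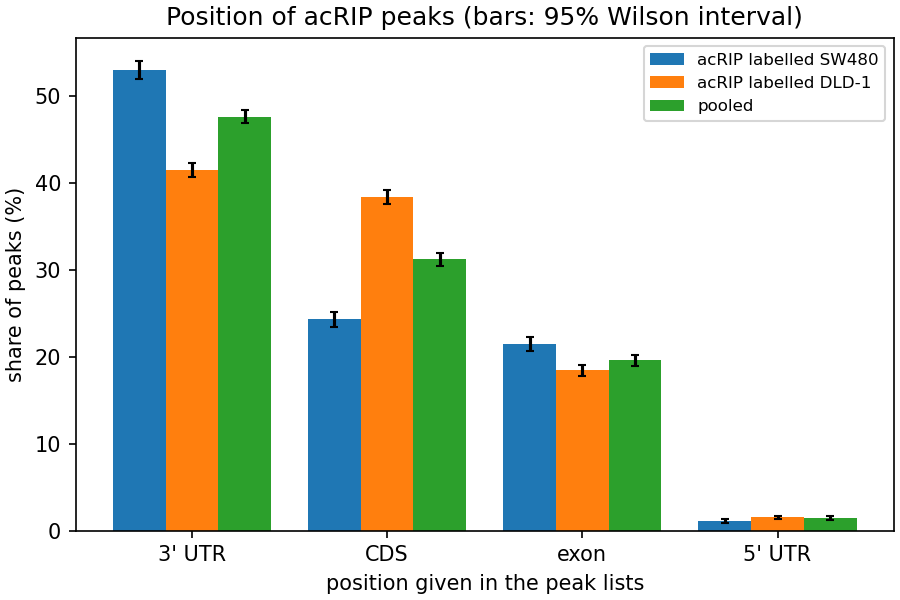
Share of acRIP peaks (y axis, percent) by the position listed for them (x axis) in the library labelled SW480, that labelled DLD-1 and the pooled libraries, with 95% Wilson intervals. The 3'-UTR share is 53.0% in SW480 and 41.5% in DLD-1, and the CDS share 24.3% and 38.4%.

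Whether the same sites were found in both lines was asked by overlap. Of the SW480 peaks 55.3% (54.3 to 56.3) overlapped a DLD-1 peak, and of the DLD-1 peaks 36.5% (35.7 to 37.3) overlapped a SW480 peak. With at least 50% of each peak required, these shares were 36.2% and 24.7%. Among the 16324 genes above 0 in both Inputs of the acRIP table, 4551 had a peak in both lines, 1446 in SW480 only and 2018 in DLD-1 only. The odds ratio was 13 (95% interval 12 to 14, Fisher's exact test), and 9.51 (8.74 to 10.3) among genes with an Input FPKM of at least 1 in both. Genes are not independent replicates, and longer and more abundant transcripts have more chance of a peak in either line. The shared peak with the highest fold lay on chromosome 17 at 41501013 to 41502409 (AC019349.1, plus strand, exon), with folds of 13100 in SW480 and 3060 in DLD-1. KRT13 on the minus strand shares this region, from 41501011 to 41501575 in SW480 (fold 13100), so the same reads can be assigned to both genes. Further shared peaks with high folds were in S100A2 (chromosome 1, 153561403 to 153563837, CDS, fold 6580 and 2010) and S100A9 (chromosome 1, 153358299 to 153360998, CDS, fold 6710 and 1230), with positions as listed in SW480.

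In KIF23 a peak was called in the 3'-UTR on chromosome 15 from 69448128 to 69448397 (plus strand, 270 bases, 1 motif site) in both lines, with folds of 67.7 in SW480 and 57.4 in DLD-1. It was the only KIF23 peak in SW480, and DLD-1 had 5. HNRNPH3 and MPP6 had 0 peaks in SW480, and 4 and 2 in DLD-1.

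The overlap of both assays was then set against expression. Of the 6028 genes with a SW480 peak among 20725 genes above 0 in the Input, 99.0% were above 0 in RIP, against 77.7% of the others (odds ratio 29.5, 95% interval 22.7 to 38.3, Fisher's exact test). In DLD-1 these shares were 98.9% and 72.0% (33.6, 26.7 to 42.3). Requiring RIP to be at least as high as Input gave odds ratios of 2.43 (2.29 to 2.59) and 3.65 (3.44 to 3.88). Over the Input of the other label they were 2.41 and 3.14, and the lowest values, 1.39 (1.30 to 1.49) and 2.60 (2.43 to 2.78), came from keeping protein-coding genes only. The median log2 RIP/Input of genes with a peak was 0.19 in SW480, against -0.10 for random lists matched on Input, and 0.17 in DLD-1, against -0.22. Both medians were above all 10000 random lists, also after matching on length and over the Input of the other label. These lists were not matched on RNA class. Among protein-coding genes only, the medians were 0.20 against 0.06 for matched lists in SW480 and 0.18 against -0.08 in DLD-1, again above all lists. A percentile above all lists cannot show a change in size. The difference from the random median fell from 0.29 to 0.14 in SW480 and from 0.39 to 0.26 in DLD-1 for protein-coding genes, and to 0.089 and 0.13 for protein-coding genes over the Input of the other label. Of the 438 genes enriched in RIP in both lines, 248 had a peak in both.

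A site of the 12-base motif was listed for 56.2% (exact binomial interval 55.2 to 57.2) of SW480 peaks, 55.1% (54.3 to 55.9) of DLD-1 peaks and 54.1% (53.4 to 54.9) of pooled peaks. Random sequence of the same lengths with 25% C held a site in 49.2%, 50.2% and 50.6%, and the value rises with the share of C. Among peaks with a fold at or above the median the share was 63.5%, 61.3% and 60.6%. These peaks were longer, with a median of 270 against 180 bases in SW480.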

Values the study reported

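The study reported that NAT10 was bound to 58302 transcripts by RIP-seq, 34.04% of them mRNAs. For acRIP-seq it gave 15622 ac4C peaks on 7608 transcripts, with 94.07% in mRNA. It counted 69 genes that were bound by NAT10, carried ac4C and fell after NAT10 knockdown. A ranking by enrichment in both assays left 33 of them.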

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

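All tests in this part were chosen after the result was seen, although the centring they use was a planned setting. With 1 library per line, none of the differences between lines was tested.

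A group of results drew attention because RIP over Input had opposite signs in the 2 lines. SW480 minus DLD-1, the differences in log2 ratio were -1.48 for KIF23, -1.34 for BIRC5, -0.93 for HNRNPA2B1, -0.72 for POU2F1, 0.55 for UBA1 and 0.48 for CCND1. For family medians they were -2.64 for histone genes, -1.03 for cytosolic ribosomal protein genes and 0.050 for zinc finger genes. Counting error is argued against for the named genes, since the smallest multiple among them, that of POU2F1, was 9.45 times the counting error of its difference. The zinc finger medians lie near 0 and depend on scaling, and both were below 0 after centring on protein-coding genes (-0.15 and -0.09) and over the Inputs of the other label. A mislabelled pair of libraries may lie behind the opposite signs: over the Inputs of the other label, 18.3% of all genes had opposite signs, against 43.6% as labelled. Of the 6 named genes 2 kept opposite signs there and all 6 differed by less, and the histone and ribosomal protein medians were positive in both lines. The Input quantification is argued against as the whole source, since over the acRIP-table Inputs of the same label 40.4% of genes had opposite signs, and the histone (-0.52 and 1.86) and ribosomal protein medians (-0.13 and 1.04) kept them. It stays open for single genes: 3 of the 6 named genes (KIF23, POU2F1 and BIRC5) kept opposite signs there, and UBA1, HNRNPA2B1 and CCND1 did not. A difference in NAT10 binding between SW480 and DLD-1 stays open for single genes, as untested. As the whole source it is argued against by the protein-coding genes specific to one Input, of which 62 of 62 were higher in the RIP library of the other label, so that binding would have to outweigh expression in each of them. Histone mRNAs mostly lack poly(A) tails, and a difference in RNA selection between Input libraries was not tested either.

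The pooled peak list, which the comparison between lines did not use, held 863 peaks (5.52%) that overlapped no peak of either line. Their median fold was 8.15, against 14.5 for the other pooled peaks. They may be weak peaks near the calling threshold that pass only with more reads, since 39.2% of them had an FDR of at least 0.05, against 2.58% of the others. No biological explanation was tested for them.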

How the results depend on the processing

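Thresholds on FPKM set the number of detected genes, with 13913 in RIP labelled SW480 and 13117 in RIP labelled DLD-1 at 1 FPKM, and 6236 and 5947 at 10 FPKM. This follows from the construction. With Input also above 0, chosen after seeing the data, it was 17393 and 17230. The protein-coding share was 82.7% and 82.3% at 1 FPKM, and 84.4% and 76.7% when weighted by FPKM.

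The correlation of log2 RIP/Input between lines (Spearman, then Pearson) was 0.204 and 0.449 with a pseudocount of 0.1, 0.205 and 0.414 at an Input FPKM of at least 10, and 0.0102 and -0.0424, with its sign reversed, over all detected genes. Of the settings chosen after seeing the data, the acRIP-table Inputs gave 0.359 and 0.613, the Inputs of the other label 0.811 and 0.841, and the acRIP-table Inputs of the other label 0.828 and 0.908. The cause was not tested for the pseudocount and the filters, and tests on the labels are given under the other observations.

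The count of genes enriched in both lines was 145 at an Input FPKM of at least 10, where fewer genes were tested, and 724 with no filter on Input. It was 689 with the Inputs of the other label and 666 with the other-label Inputs of the acRIP table. Scaled Inputs of the acRIP table with the same label gave 425 genes, but 165 of them were shared with the 438. A further 36 of the 438 kept the ratio but were below 1 FPKM in an acRIP-table Input and so were not tested there. The limma model that pairs RIP and Input within each cell line called 0 genes higher, with 489 at an unadjusted p under 0.05. The crossed pairing, chosen after seeing the data, called 1000 higher and 1324 lower at an adjusted p under 0.05. All these limma counts also required a change of at least 2-fold. Simulated libraries of this size gave 183 of 189 calls with limma. They held counting noise only and the same change in both lines, so they cannot show what real libraries would allow. The crossed pairing used the same number of libraries, so that number alone does not rule out calls. Of genes called in both lines, the share called higher was 32.8%, and 24.3% after centring, 43.5% (145 against 188 lower) at an Input FPKM of at least 10, 44.6% with no filter, 39.9% with the other-label Inputs, and 19.8% and 26.7% with the acRIP-table Inputs of the same and the other label. Genes lower in both lines rose from 899 to 1720 and 1833 with these acRIP-table Inputs. The cause was not tested.

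Keeping peaks with a p-value under the median left 4747 peaks in SW480 and 6898 in DLD-1, by construction. The overlap of 50% lowered the shared peaks to 36.2% of SW480 and 24.7% of DLD-1 peaks, by construction. In SW480 the shared share was 57.5% in genes with an Input FPKM of at least 1 and 57.9% at an FDR below 0.05, and the protein-coding share of pooled peaks was 94.5% at that FDR. A motif site was listed in 63.5%, 61.3% and 60.6% of the peaks with a fold at or above the median in SW480, DLD-1 and the pooled list, where peaks are longer. For the remaining changes the cause was not tested.

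Over the Inputs of the other label the histone genes moved from percentile 0.01 to 99.95 in SW480. The ribosomal protein genes went from percentile 12.8 to 96.8 there and their median from -0.05 to 0.27, a change of direction although both percentiles lie inside the central 95% of the random lists. POU2F1 reversed to 0.40 in SW480 and -0.17 in DLD-1, and HNRNPA2B1 to 0.18 and -0.25. In DLD-1 UBA1 reversed to 0.083 and KIF23 to -0.13, and in SW480 BIRC5 to 0.21 and CCND1 to -0.10. Over the acRIP-table Inputs of the same label, a choice made after seeing the data, the values reversed in DLD-1 to -0.29 for MPP6, 0.61 for UBA1, -0.14 for HNRNPA2B1, -0.46 for GSK3B and -0.12 for BCL2L1, and in SW480 to 0.16 for NAT10 and -0.057 for CCND1. Over the acRIP-table Inputs of the other label, also chosen after seeing the data, 5 of the 7 study genes were above Input in both lines and the histone genes were at percentile 96.4 in SW480 (median 0.36). The values reversed in SW480 to 0.038 for POU2F1, 0.16 for KIF23, -0.36 for GSK3B, -0.32 for CCND1 and 0.21 for BIRC5, and in DLD-1 to -0.44 for POU2F1, 0.67 for UBA1, -0.78 for HNRNPA2B1 and -0.068 for GSK3B. After centring, MPP6 reversed to -0.013 and GSK3B to -0.027 in DLD-1, and CCND1 to -0.10 in SW480. Centring subtracts one value per line, which shows the cause; for the other label and the other table the cause was not tested gene by gene. A further 74 values of named genes moved beyond their counting error without a change of sign, and 39 did not. Of the values that answer a comparison 93 stayed on the same side of their threshold, within their interval or within 1.5 times the count, among them that ribosomal protein percentile and every odds ratio of genes with a peak. The percentiles of these genes are all at 100 and so cannot show a change. Their median minus that of random lists fell from 0.29 to 0.089 in SW480 and from 0.39 to 0.13 in DLD-1 for protein-coding genes over the other-label Input. Of the odds ratios, the lowest, 1.39 in SW480 and 2.60 in DLD-1, were those of protein-coding genes with RIP at least as high as Input.

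Gene-level ratios of acRIP over Input were not run, since no acRIP expression column was used here. Motif shares in windows of the same transcripts and in shuffled peaks were not run, since they need a reference sequence. With 1 library per group, no replicate could be left out. Depth limits the ratios of genes with few Input reads, such as ATP5I with 21 and 15.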

Other observations

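Tests chosen only after the result was seen were those on protein-coding genes, low genes, the rank correlation over acRIP-table Inputs, acRIP peaks, fold ranks, kept genes and random motif sequence, and those on non-coding genes seen in both Input tables. The filter of at least 10 FPKM behind the test on low genes was itself a planned setting.

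Genes above 0 FPKM in at least 1 RIP library numbered 25988 here. That is lower than the number of bound transcripts quoted from the study above, which equals the number of genes listed in the table.

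Pooled peaks lay on 8370 host genes here. That is higher than the number of transcripts with peaks quoted from the study above, which is close to the 7612 protein-coding host genes.

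Protein-coding genes made up 63.5% and 64.7% of the genes detected in the RIP libraries. That is higher than the share quoted from the study above, which equals the share of all listed genes.

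The ratios of RIP over Input were nearly unrelated between lines as labelled, and this was examined in several ways. Noise of low genes is argued against as the whole source, since r at an Input FPKM of at least 10 was 0.414 and stayed below the 0.841 that the same libraries gave across the labels. It may account for part, as r rose from 0.234, although rho went only from 0.172 to 0.205. The Input quantification of the RIP table does not account for the order of the labels, since the Inputs of the acRIP table gave an r of 0.613 with the same label and 0.908 with the other label. It may account for part of the low agreement, as rho rose to 0.359 and r to 0.613 with no change of label, and this part is left open; a first reading of the 0.613 took it as counting against the quantification altogether. A mislabelled pair of libraries may be the source. Of 62 protein-coding genes that differed by at least 4 on the log2 scale between the Inputs of the acRIP table, 62 (100%) were higher in the RIP library of the other label. For non-coding genes over 80% was predicted before the test, and the prediction failed: 41 of 106 (38.7%) sided with the other label. These genes had a median of 11 reads in the larger Input, against 1575 for the protein-coding genes. At 0 in both RIP libraries were 43 of the 106. These can side with neither label, yet they count in the share as not siding with the other label. For 25 of the 106 the RIP-table Inputs differed by under 1 on the log2 scale. Subsets were then chosen after the failed prediction. Of the 106 genes, those with at least 20 Input reads sided with the other label in 29 of 38 cases, and the long intergenic RNAs in 8 of 8. Of 73 non-coding genes that differed by at least 3 in both tables and reached 1 FPKM in a RIP library, 50 (68.5%) sided with the other label, again under 80%. The 73 genes had a median of 28 reads in the larger Input but 13 in the larger RIP library. Missing the 80% does not count against mislabelling, since most of the 73 sided with the other label, and labels as given predict the reverse. Read by their RIP reads, however, the 73 genes lie near the floor. The choice of which reads to judge them by was made after the result was seen. At first the 38.7% was read as counting against mislabelling, so the non-coding genes leave it open.

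If only the RIP pair were mislabelled, acRIP peaks should follow the Input labels. Of 33 genes that differed by at least 3 between Inputs and had a peak in 1 line only, 29 (87.9%) had it in the acRIP library of the other label. This is the reverse of that prediction. Peaks are called over Input, however, and a low Input of the same label could ease a call there. The 29 genes therefore argue against a mislabelled RIP pair alone only with this limit. At a difference of at least 2, genes higher in the Input labelled SW480 sided with the other label in 29 cases, against 9. Those higher in the Input labelled DLD-1 did so in 65 cases, against 15. At a difference of at least 4 these counts were 4 against 0 and 10 against 1. Mislabelled Inputs and mislabelled RIP and acRIP pairs were not told apart here, because both predict the r of 0.841 over the Inputs of the other label. Expression known for each line from other sources was not compared. If peaks had been called against an Input of the other line, peaks in genes with a low Input of the same label should rank over 20 percentile points higher in fold. The differences were -1.56 points in SW480 and 12.8 in DLD-1. At first this was read as counting against it, but only called peaks enter, so the test cannot decide and the explanation stays open. This test replaced a first plan based on slopes after weak correlations of fold with Input had been seen. A true difference in NAT10 binding between lines stays open for single genes, as untested. As the whole source it is argued against, since it would have to place all 62 protein-coding genes specific to one Input in the RIP library of the other label, against their expression.

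The genes enriched in both lines may in part reflect how Input was quantified. With the Inputs of the acRIP table scaled to the same median, 201 of the 438 genes (45.9%) stayed at 2-fold or more, 36 of them below 1 FPKM in an acRIP-table Input, and of the 689 genes found with the other-label Inputs 334 (48.5%) stayed. Without scaling 340 (77.6%) and 558 (81.0%) stayed. The unscaled values were computed first, the scaling was added after they had been seen, and it moves the result across the set limit of 50%, so the explanation is left open. Overlapping genes are argued against, since 38.2% of the enriched genes with a position overlapped another expressed gene, against 36.8% of the rest. Whether both tables hold one Input library was asked through values with exactly the modal ratio. This ratio was shared by 945 genes in SW480 and 980 in DLD-1 for the same label, against 82 and 124 for the other label, but at 10 FPKM or more by 0.358% and 0.771%. The set limit of 1% was not reached, and the question stays open.

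Some peaks lay in genes below 1 FPKM in all RIP-table libraries and acRIP-table Inputs, with 621 peaks in SW480 and 655 in DLD-1. Overlapping genes that share reads may account for part of them: 38.8% and 53.0% overlapped another gene of at least 1 FPKM, against 13% and 10.6% of the other peaks. This test was run again after more genes could be placed in the reference. It leaves 380 and 308 peaks, some of which may overlap genes without a position.

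RNA from other cells was tested because the highest shared peaks lie in KRT13 and S100A2. Of the 18 squamous epithelium markers below 1 FPKM, 4 (22.2%) carried a peak (DSC3, FAT2, KRT6A and TP63), against 7.31% of other such genes (Fisher's exact test, p 0.0387, adjusted 0.133 over 4 lists). For urothelium it was 2 of 6 (33.3%; p 0.0664, adjusted 0.133), for liver 0 of 11 and for neuron 0 of 7. These counts are too few to decide, and no list passed the adjustment. At first the squamous result was read as counting against that source, and the reading was changed after the result. In any library, 4 of 22 squamous, 4 of 10 urothelium, 1 of 12 liver and 5 of 12 neuron markers reached 1 FPKM. The highest values were 114, 74.7, 37.8 and 4.76 FPKM. Whether the colorectal lines themselves expressed these markers was not tested. None of these genes is in 2 lists.

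The share of pooled peaks with a motif site (54.1%) may arise by chance, since random sequence with 25% C held a site in 50.6%, and 27.7% or 71.8% with less or more C. The C content of the peaks was not measured here, which keeps this open; a first reading of the same value took it as chance. Sites did not gather in the middle of peaks, as 52.8% lay in the central part of the length (50%), against 52.4% for an even spread.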
